A study of Mus musculus with 2 samples. Its data were reported in "Transgene-free direct conversion of murine fibroblasts into functional muscle stem cells" (2023).

How the data were processed

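Droplet single-cell RNA sequencing was analysed from 2 libraries, each from 1 clone of induced myogenic progenitor cells (iMPCs). Groups were taken from the sample labels: 1 library of cells derived and kept with Forskolin, RepSox and CHIR (F/R/C) and 1 library of cells derived and kept with F/R/C and the JAK inhibitor CP (F/R/C+CP). Per the methods of the study, cells were strained to remove myotubes and debris and loaded on 10x 3' gel beads with a target of 5000 cells per library.

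The deposited values are counts of unique molecular identifiers (UMIs) per gene and barcode, which the authors made with Cell Ranger 7.0.0 on the mouse build GRCm39. The submitters' processing notes also name STARsolo and Seurat 4.2.1. STARsolo output was not used here. A correction for free RNA is described for the F/R/C+CP library, but the deposited counts are whole numbers in both libraries, so no such correction was visible in them. Corrected values rounded to whole numbers would look alike, so this stays open, and the muscle background given here is what remains in the deposited counts. Each matrix holds 25828 features. For the 46 features that share a symbol with another feature, each feature was kept apart. The files give no cell annotation, so classes were rebuilt and can differ from the names used in the study.

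Barcodes were filtered with the limits the study states: at least 250 detected genes, at most 4000 (F/R/C) or 7000 (F/R/C+CP) detected genes, at most 15% mitochondrial counts and at most 40% ribosomal protein counts. Each library was clustered on its own in Seurat 5.3.0 (R 4.3.3) with log normalisation, 2000 variable genes, 30 principal components and Louvain resolution 0.5. Scrublet, as part of scanpy 1.11.5, was run with an expected rate of 0.8% per 1000 barcodes. It called 4 of 3962 F/R/C cells (0.101%) and 299 of 10834 F/R/C+CP cells (2.76%), against expected rates of 4.43% and 9.60%. Since the caller marked few cells, no cells were removed as doublets in the values reported. The called cells, or the 176 and 1040 cells with the highest scores, were removed as alternatives.

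Clusters were named "X-like" from 12 marker lists fixed, with the other gene lists, the filters, the tests and the rule for named genes, before the data were examined. The scoring of clusters against these markers was not fixed beforehand. A class was a candidate for a cluster when at least 3 of its markers reached 1.5 times the level of the library's 25th-percentile cluster and 10 CPM, that is counts per 1000000 counts. A pseudocount of 5 CPM was used. Candidates were ranked by the number of their markers among the cluster's top 10 genes by fold (genes at 50 CPM or more), then by the share of their markers raised, then by their mean. A cluster stayed unnamed when its median UMI count was under 1/3 of its library's and none of the class's markers was among the top 10 genes. In all, 5 versions of this scoring were tried over 12 clusterings after the clusters had been seen. The first ranked the share of markers before the leading genes and called F/R/C cluster 5 (287 cells) pericyte or smooth muscle-like, although 3 connective tissue markers led it. The second put the leading genes first. Both took the median cluster as the reference. In 2 alternative settings both left the F/R/C Pax7-like clusters unnamed, with a Pax7-like share of 0% where the final version gave 59.2% and 60.0%. A reference at the 33rd percentile named clusters as the 25th did in the reported clustering, and a rule on ribosomal counts was tried and dropped. The Pax7-like share of each library in the reported clustering was identical in all 5 versions. Both versions with the median reference moved F/R/C+CP cluster 8 (119 cells) from the committed-like to the muscle-like class, with shares of 19.3% and 19.8%.

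Counts were summed over the kept cells of a library or class and divided by their total to give CPM. Ratios are log2 of F/R/C+CP over F/R/C, or of 1 class over another within a library, for genes with at least 10 counts over the 2 sums together. A count of 0 was set to a floor of 3 counts and the ratio is then a bound. With 1 library per group no test was run, no p-value was computed and no number of changed genes is given. The 95% intervals are exact Poisson or conditional binomial ones for counts and ratios, and exact Clopper-Pearson ones for shares, and all intervals and floors cover counting error only. For each list with at least 5 measured genes, the median log2 ratio is given with an interval from 1000 Poisson redraws of its counts and its percentile among 10000 random lists of the same size, each gene being drawn from the 200 genes nearest in mean expression. The percentile describes these libraries and is not a p-value. Within a library, genes that name either class were left out of the lists. To compare shares of cells with a UMI, each cell was thinned to 2000 UMIs and shallower cells were left out. Random draws outside Seurat used the seed 1, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

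The 17 fixed lists covered cycling, satellite cell, stem subset, interferon, antigen presentation, JAK/STAT, Notch, immediate early, heat shock, sarcomere, collagen and matrix, Wnt target, glycolysis, oxidative phosphorylation, cholesterol synthesis, p53 target and sex-linked genes. The sex-linked list had 1 gene with enough counts and gave no median: Ddx3y stood at 0.144 CPM in F/R/C and 0.324 CPM in F/R/C+CP iMPCs. Lists of spermatid and of imprinted genes were written, and the lists that lead each comparison were picked, after the data had been seen. Genes were named by 3 rules. The first took members of a described list with the largest and smallest ratios at 20 CPM or more. For the whole library and the Pax7-like class, the second took the 10 highest and 10 lowest ratios among genes at 50 CPM or more. The third took 40 genes fixed in advance, most of them from the study's text, of which 39 are among the features. Xist was not analysed here, and Ifi44 fell under the count minimum. A few genes that these rules select are not reported here.

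The ratio and list steps were tested on simulated data drawn from the whole-library counts of F/R/C+CP against F/R/C. All of 200 genes changed by folds of 1.5 to 4 among 25828 came out in the right direction (100%), with a largest median error of 0.01 on the log2 scale. The intervals held the true ratio for 95.9% of 17728 genes, and 5.5% of 200 unchanged lists of 20 genes lay outside the central 95%. The naming was tested on simulated clusters: the final version named 12 of 12 classes right, and 8 of 8 clusters in a library made mostly of Pax7-like clusters, where the median reference named 3 of 8.

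The alternatives fixed in advance were other gene limits, no mitochondrial or ribosomal limit, resolutions of 0.3 and 1.0, 20 principal components, clustering without the listed genes, joint clustering after integration, removal of called doublets, scaling by the median of gene ratios, the mean of each cell's CPM, thinning of the deeper library, other count minimums and other thinning depths. Added after the data had been seen were the earlier naming versions, removal of top-scoring cells, F/R/C cells with at least 4000 UMIs, Pax7-like cells in the UMI range of both libraries, the connective-like F/R/C cluster counted as Pax7-like, and subtraction of a muscle background. That background, 1.25% (F/R/C) and 7.80% (F/R/C+CP) of the muscle-like profile, is the median over the 12 muscle markers of the Pax7-like level relative to the muscle-like level, so it removes sarcomere genes from Pax7-like cells by construction. Velocity, trajectories and the bulk libraries of the study were not analysed here.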

Results

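Single-cell RNA sequencing counts were obtained from 2 clones of induced myogenic progenitor cells (iMPCs), muscle progenitor-like cells made from mouse embryonic fibroblasts that carry a green fluorescent Pax7 reporter. Each clone was made with 4 transfections of synthetic mRNA encoding MyoD, the transcription factor that turns fibroblasts toward the muscle fate. The F/R/C clone was derived and kept with Forskolin, which raises cyclic AMP, RepSox, which blocks the TGF-β receptor, and CHIR, which activates Wnt signalling. The F/R/C+CP clone was derived and kept with the same molecules and CP, an inhibitor of JAK kinases, which relay cytokine and interferon signals. B18R, a viral decoy receptor for type I interferons, was in the medium of both while the mRNA was given.

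The F/R/C library held 5541 barcodes and 36999292 UMIs, with a median of 6722 UMIs per barcode and a range of 500 to 33660. The F/R/C+CP library held 12000 barcodes, 2.40 times the target of 5000 cells, and 313078984 UMIs, with a median of 21920.5 and a range of 12097 to 141319. Whether its barcodes were called to a fixed number is not given in the sources used here. If they were, the library holds its deepest barcodes only, and class shares and comparisons of depth describe those. The filter kept 3962 F/R/C cells (71.5%) and 10834 F/R/C+CP cells (90.3%), with medians of 7112 and 21844.5 UMIs and of 2518 and 4579 detected genes. The lowest UMI count was thus 500 in 1 library and 12097 in the other, so shallow cells could enter the F/R/C library alone. Treatment, clone and library cannot be told apart, and no difference between the libraries has a replicate check.

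The first question was which cell populations each clone held. Both clones were made mostly of myogenic cells in 3 states. Pax7-like progenitors were named from satellite cell markers such as Pax7. Committed-like cells were named from Myod1, Myog and the fusion gene Mymk, and muscle-like cells from myosins and troponins. Pax7-like cells made up 54.0% of F/R/C cells (2140; 52.4 to 55.6, exact 95% interval) and 58.5% of F/R/C+CP cells (6341; 57.6 to 59.5). Committed-like cells made up 17.5% (695; 16.4 to 18.8) and 20.4% (2208; 19.6 to 21.2), and muscle-like cells 12.9% (510; 11.8 to 14.0) and 18.7% (2031; 18.0 to 19.5). The proliferation gene Mki67 was highest in 1 Pax7-like cluster of each library, at 436 CPM in F/R/C and 372 CPM in F/R/C+CP iMPCs, against 61.6 and 52.0 CPM in the largest Pax7-like cluster and 199 and 244 CPM in the third.

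Smaller clusters also differed between the clones. In F/R/C iMPCs, 7.24% of cells (287; 6.46 to 8.10) were connective-like, led by the matrix gene Bgn, the collagen gene Col1a1 and the actin-binding gene Tagln. This cluster also held Pax7 at 261 CPM, against 272, 243 and 175 CPM in the Pax7-like clusters. A share of 30.4% of its thinned cells (25.03 to 36.1) had a Pax7 UMI, against 35.1% of Pax7-like cells. The study counts a cluster with connective tissue markers among its Pax7-positive ones. With this cluster included, the F/R/C Pax7-like share was 61.3% (2427 cells; 59.7 to 62.8), above that of F/R/C+CP iMPCs. The order of the 2 shares also turned with F/R/C cells of at least 1000 genes (59.2%) or 4000 UMIs (60.0%), and at resolution 0.3 (54.1% in F/R/C and 52.7% in F/R/C+CP iMPCs), with 20 principal components (53.5% and 53.1%) and without the listed genes in the clustering (54.1% and 49.3%). In F/R/C+CP iMPCs, 1.80% (195; 1.56 to 2.07) were pericyte or smooth muscle-like, with the smooth muscle myosin Myh11 at 666 CPM and Bgn at 360 CPM. A further 0.545% (59; 0.415 to 0.702) were melanocyte-like, with the pigment enzyme gene Tyrp1 at 1299 CPM. No F/R/C cell fell in a melanocyte-like cluster (0 of 3962, which by counting error allows a share of up to 0.0757%). No F/R/C+CP cell fell in a connective-like one (0 of 10834, up to 0.0277%). Cells were named by cluster, so these limits do not bound such cells within clusters of another name. The smallest F/R/C cluster held 68 cells, though Tyrp1 had no count in F/R/C iMPCs. Pax7-like cluster 4 of F/R/C+CP iMPCs held Bgn at 57.7 CPM. No cluster of either library was named Schwann or neural, endothelial, immune, adipocyte, epithelial or cartilage-like. Clusters holding 8.33% of F/R/C cells (330; 7.49 to 9.23) stayed unnamed, at a median of 824 UMIs, and none did in the library that begins at 12097 UMIs. The connective-like and pericyte-like names depended on the clustering: joint clustering gave 0% connective-like and 14.99% pericyte-like F/R/C cells, and clustering without the listed genes gave 10.9% pericyte-like F/R/C+CP cells. Doublets were not removed for these shares. Committed-like cluster 6 of F/R/C+CP iMPCs (573 cells) had the highest share of called doublets (16.8%) and of top doublet scores (28.3%).

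**Figure D1:**
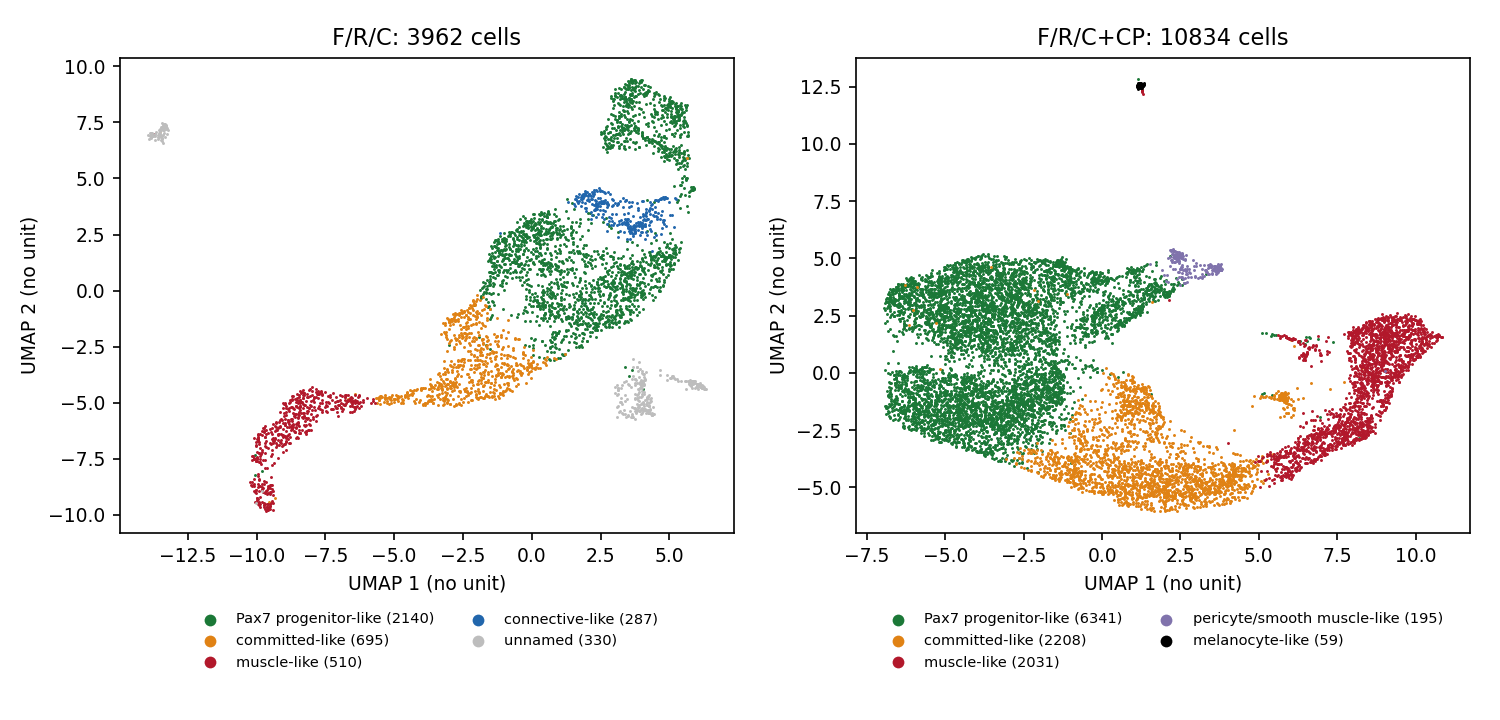
Cells of each library placed by UMAP (2 unitless axes), coloured by the class of their cluster. The F/R/C panel shows 3962 cells with 54.0% Pax7-like, and the F/R/C+CP panel 10834 cells with 58.5% Pax7-like and a melanocyte-like group of 59 cells.

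The second question was how Pax7-like cells differed from their more differentiated neighbours within each clone. Pax7-like cells of both clones were rich in cell cycle, Notch and matrix genes and poor in contractile genes. Random lists matched on expression also had medians above 0 for most lists, so percentiles among them are given. Against muscle-like cells, all 18 cycling genes were higher in both libraries, with a median log2 ratio of 3.98 in F/R/C and 3.50 in F/R/C+CP iMPCs (percentile 100 in both). These medians were 4.90 and 4.20 with top-scoring cells for doublets removed. The mitotic kinase gene Bub1 stood at 44.9 CPM against 0.941 CPM in the F/R/C library, and Mki67 at 236 against 14.2 CPM in the F/R/C+CP library. The median of the Notch list, a pathway that holds satellite cells in the undifferentiated state, was 1.65 (14 of 16 genes higher, percentile 99.6) and 2.03 (15 of 18, percentile 100). Its members Dtx4, which regulates Notch, and Hey1, a Notch target, stood at 98.8 against 3.06 CPM (Dtx4, F/R/C) and 43.6 against 4.72 CPM (Hey1, F/R/C+CP). Collagen and matrix genes had medians of 3.39 and 2.57 (percentile 100 in both), with the matrix glycoprotein gene Tnc at 302 against 16.2 CPM and 115 against 10.5 CPM. Satellite cell genes outside the marker lists gave 1.89 (12 of 15 higher, percentile 100) and 1.22 (percentile 99.5), but in F/R/C+CP iMPCs only 9 of 16 were higher, and 5 of the 11 at 20 CPM or more. Interferon genes, with medians of 1.37 (24 of 27 higher) and 0.98 (31 of 39), lay within the range of random lists (percentiles 91.2 and 88.1), and the antiviral membrane gene Ifitm3 stood at 201 against 14.8 CPM and 92.9 against 14.9 CPM. Antigen presentation genes (1.40 and 1.12, percentiles 90.4 and 92.4) lay within it too. JAK/STAT genes (1.47 and 0.63) stood above it in F/R/C iMPCs (99.6) and within it in F/R/C+CP iMPCs (57.5), and Wnt targets (0.68 and 1.82) within it in F/R/C iMPCs (58.6) and above it in F/R/C+CP iMPCs (99.5). Sarcomere genes outside the marker lists, which encode the contractile apparatus, gave -6.22 and -3.44 (percentile 0 in both). Cholesterol synthesis genes stood at -0.12, below matched random lists (percentile 0.24), in F/R/C iMPCs and at 0.40, within them (37.7), in F/R/C+CP iMPCs, and oxidative phosphorylation genes lay near 0 (-0.02 and -0.05, percentiles 22.0 and 28.6).

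Committed-like cells differed from Pax7-like cells in the same way for cycling and Notch genes. All 18 cycling genes were higher in Pax7-like cells, with smaller medians of 0.73 and 0.98 in F/R/C and F/R/C+CP iMPCs. Notch genes gave 1.23 and 1.71, collagen and matrix genes 3.55 and 1.97, interferon genes 1.23 and 1.06, and JAK/STAT genes 1.18 and 0.61. Immediate early genes, which respond to growth factors and stress within minutes, gave 1.54 and 0.76, and p53 target genes 1.65 and 0.79. These directions were seen in 2 of 2 libraries, with percentiles of 99.6 or more among random lists except for interferon genes in F/R/C iMPCs (96.6).

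The third question was what else sets apart the Pax7-like cluster with the lowest Cdkn1c, a cell cycle inhibitor used here to define the subset. Each library yields 1 such cluster by construction. The subset held 15.04% of F/R/C cells (596) and 9.51% of F/R/C+CP cells (1030). Cdkn1c stood at 64.7 CPM in the F/R/C subset, against 2922 and 3042 CPM in the other Pax7-like clusters. In the F/R/C+CP subset it stood at 1094 CPM, against 2312.5 and 2046 CPM. Melanocyte-like (1229 CPM) and pericyte-like cells (864 CPM) of the F/R/C+CP library held a level like that of its subset. Background in the droplets thus limits how far the 2 subsets can be compared in this gene. The connective-like F/R/C cluster, which also holds Pax7, stood at 709 CPM. Whether the 2 subsets are counterparts was not tested. Pax7 was lower in the F/R/C subset (175 against 258 CPM, -0.56) and higher in the F/R/C+CP subset (280 against 122 CPM, 1.20). The stem subset list holds Apold1, Apoe, Cd9 and Cebpb, which the study named for its low-Cdkn1c subset, and Ly6e. Its 5 genes were all higher in the subset, with medians of 2.12 and 1.18. Apold1, an early response gene known from endothelial cells, stood at 104 against 1.96 CPM in F/R/C and 34.9 against 5.67 CPM in F/R/C+CP iMPCs, and the tetraspanin gene Cd9 at 152 against 55.3 CPM and 46.2 against 6.02 CPM. Apoe, a lipid carrier gene, stood at 186 against 42.7 CPM and 322 against 159 CPM. The study chose most of these genes on these samples and Apold1 is among the leading genes of the F/R/C subset, so the direction is not independent evidence. Collagen and matrix genes (0.77 and 1.97) and p53 target genes (0.69 with 12 of 13 higher and 0.89 with 13 of 13) were also higher in the subset of both libraries. Connective and smooth muscle markers were higher in the F/R/C+CP subset too, with Bgn at 57.7 CPM against 3.47 and 3.24 CPM in the other Pax7-like clusters and Myh11 at 4.38 against 0.968 and 1.20 CPM. Immediate early genes gave 0.24 (15 of 25) and 1.81 (24 of 26), and JAK/STAT genes 0.07 (16 of 28) and 0.63 (23 of 30). The JAK/STAT median lay within the range of random lists in F/R/C iMPCs (percentile 53.1) and above it in F/R/C+CP iMPCs (99.99). The level of this list was thus not uniform over the F/R/C+CP Pax7-like clusters. Cycling genes (0.01 and -0.24), interferon genes (-0.19 and 0.85), antigen presentation genes (-0.29 and 1.14) and cholesterol synthesis genes (0.63 and -0.06) had no shared direction. In F/R/C+CP iMPCs the median of the 5 genes dropped to between 0.04 and 0.62 under 6 other clusterings, and clustering without the listed genes turned the immediate early median to -0.11 and the collagen and matrix median to -0.03. In F/R/C iMPCs the median of the 5 genes was 0.73 after joint clustering.

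The main question was what distinguishes progenitors made and kept with CP from those without it. Pax7-like cells were clusters 0, 1 and 4 in the F/R/C+CP clone and clusters 0, 2 and 3 in the F/R/C clone. Those of the F/R/C+CP clone held less RNA of satellite cell, JAK/STAT and immediate early genes, and more of cholesterol synthesis genes. Sarcomere RNA was higher too, at 8.42% of the muscle-like level. Melanocyte-like (10.3%) and pericyte-like cells (9.75%) of the F/R/C+CP library held a like level, so background limits how far this difference can be read. Genes at 50 CPM or more had a median log2 ratio of -0.14 in the Pax7-like class and in the whole library. The list medians are to be read against that shift. Satellite cell genes had a median of -0.91 (-1.18 to -0.85), lower for 21 of 24 genes and below all 10000 matched random lists (percentile 0). Without the class markers the median was -1.26. Pax7 itself, which specifies satellite cells, stood at 145 CPM against 236 CPM (-0.70, -0.75 to -0.65). By cluster it stood at 114, 129 and 280 CPM in F/R/C+CP iMPCs, against 272, 243 and 175 CPM, so the low-Cdkn1c F/R/C+CP cluster was not lower. Myf5, a regulator of muscle fate, stood at 4.40 against 62.7 CPM (-3.83), the adhesion gene Vcam1 at 1.29 against 20.7 CPM (-4.00), the R-spondin receptor gene Lgr5 at 18.3 against 108 CPM (-2.56) and Msc, a repressor of muscle differentiation, at 25.1 against 101 CPM (-2.01). Calcr, the calcitonin receptor gene of quiescent satellite cells, was higher at low counts (1.64 against 0.504 CPM, 1.70, 0.70 to 2.93; 222 and 8 counts). The receptor gene Fgfr4 differed little (131 against 137 CPM, -0.07), and its sign turned when ratios were scaled by their median. In bulk RNA of cells still under reprogramming, the study reported Pax7, Msc, Fgfr4 and Sox8 as higher with CP than without it. It also named Calcr, Heyl and Lgr5 among genes more enriched with CP. Of these genes, Pax7, Msc, Lgr5 and Heyl (72.1 against 99.8 CPM) were lower in the F/R/C+CP clone and Calcr was higher. Sox8 (21.5 against 21.8 CPM) did not differ beyond counting error. Why the clones and the bulk RNA differ was not tested.

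Genes of the JAK/STAT pathway, the target of CP, had a median of -0.72 (-0.86 to -0.59) in Pax7-like cells, lower for 22 of 30 genes (percentile 0.01). The feedback inhibitors Socs2 and Socs3, which are induced by STAT activity, stood at 14.0 against 86.3 CPM (-2.63) and 6.78 against 40.2 CPM (-2.57), Stat3 at 32.2 against 103 CPM (-1.67) and Jak1 at 54.9 against 165 CPM (-1.59). Jak2 stood at 9.09 against 21.7 CPM and Jak3 at 0.288 against 3.28 CPM. The cytokine receptor genes Lifr (107 against 65.0 CPM, 0.72) and Il6st (35.6 against 27.6 CPM, 0.37) were higher. Immediate early genes had a median of -1.66 (-1.74 to -1.57), 3.16-fold lower, with 24 of 26 genes lower (percentile 0). Fosb stood at 0.9004 against 54.6 CPM (-5.92), Fosl1 at 0.923 against 29.1 CPM (-4.98), Fos at 9.99 against 97.0 CPM (-3.28), Egr1 at 78.3 against 216 CPM and Jun at 134 against 218 CPM (-0.70). Only 57 F/R/C and 1210 F/R/C+CP Pax7-like cells lay in the UMI range that both libraries hold (12097 to 15380). In these the immediate early median was -1.11 (-1.33 to -0.71) and the JAK/STAT median -0.48 (-0.74 to -0.13).

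Interferon genes had a median of -0.34 (-0.65 to -0.26) in Pax7-like cells, with 16 of 38 higher (percentile 3.45). The value was -0.17 when ratios were scaled by their median and -0.48 in the shared UMI range. With the connective-like F/R/C cluster counted as Pax7-like it was -0.70. In the list 4 members reached 20 CPM. Ifitm3 stood at 92.9 against 201 CPM (-1.12) and the antiviral kinase gene Eif2ak2 at 16.7 against 28.0 CPM, and Bst2, which tethers budding viruses, at 25.7 against 21.3 CPM (0.27). The interferon regulators Irf7 (0.192 against 0.189 CPM), Irf9 (2.01 against 2.14 CPM) and Stat2 (3.56 against 3.47 CPM) were low in both and did not differ beyond counting error. Antigen presentation genes had a median of -0.58 (10 of 15 lower, percentile 4.05), which moved to -0.9997 when the deeper library was thinned and to -0.10 in the shared UMI range. It rests on genes of low level: of the 4 members at 20 CPM or more, 3 were higher, among them the proteasome activator gene Psme1 (76.7 against 44.9 CPM, 0.77) and B2m (67.9 against 59.2 CPM, 0.20).

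Cholesterol synthesis genes had a median of 0.84 (0.71 to 0.96) in Pax7-like cells, 1.79-fold, higher for 17 of 19 genes and above all matched random lists (percentile 100). Idi1 stood at 64.9 against 24.8 CPM (1.39), Cyp51 at 63.3 against 26.0 CPM (1.28) and Hmgcs1, which feeds the pathway, at 62.3 against 30.4 CPM (1.04). Glycolysis genes were lower (-0.64, 14 of 18, percentile 0.02), with the glucose transporter gene Slc2a1 at 16.5 against 57.0 CPM (-1.78), and oxidative phosphorylation genes lay slightly above 0 (0.14, 17 of 23 higher, percentile 93.8). Wnt target genes had a median of -1.11 (8 of 11 lower, percentile 0.15), with the cyclin gene Ccnd1 at 165 against 357 CPM. Collagen and matrix genes gave -0.81 (18 of 25 lower, percentile 0), with values between -0.06 and -1.42 over the alternatives, and Col5a2 stood at 9.88 against 69.5 CPM (-2.81). All 13 measured p53 target genes were lower (-0.52, percentile 1.15), among them Mdm2, the negative regulator of p53, at 47.0 against 161 CPM (-1.77). The 5 stem subset genes had a median of -1.55 (4 of 5 lower, percentile 0.02), and Apoe alone was higher (183 against 80.2 CPM, 1.19). Cycling genes (-0.21, 6 of 18 higher, percentile 23.1) and heat shock genes (-0.03, 6 of 12, percentile 50.4) were within the range of random lists. Notch genes gave -0.17 (-0.43 to -0.10, 8 of 21 higher, percentile 42.04). This value was 0.00 after scaling by the median of gene ratios and -0.42 (5 of 19 higher) in the shared UMI range. In the shared UMI range, where the F/R/C cells were rich in Mki67 (355 against 89.0 CPM), the medians were -1.996 for cycling, -0.06 for collagen and matrix, -0.28 for stem subset, -0.74 for Wnt target, -0.35 for glycolysis and -0.29 for heat shock genes.

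Single genes with the lowest ratios in Pax7-like cells were Edil3, a secreted integrin ligand gene (1.03 against 87.0 CPM, -6.41), Fosb, the cell cycle kinase gene Cdk6 (2.49 against 122 CPM, -5.61), the growth factor gene Mdk (3.77 against 165 CPM, -5.45), Pcdh15, Sh3rf3, Gal, Prkcb, Patj and Sema3e. Among those with the highest ratios were Crym (83.9 against 1.01 CPM, 6.38), Dach2 (65.2 against 1.45 CPM, 5.49), Myh3, Tnnc1, Sct, Pgam2, Akap12, Tnnt2 and Tnnt1. Of these, Myh3, Tnnc1, Tnnt1 and Tnnt2 belong to the sarcomere list.

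Sarcomere genes stood apart from the rest, with a median of 3.21 (3.12 to 3.27) in Pax7-like cells and 37 of 38 genes higher in F/R/C+CP iMPCs (percentile 100). The embryonic myosin gene Myh3 stood at 241 against 11.0 CPM (4.45) and the troponin gene Tnnc1 at 465 against 24.9 CPM (4.22), while the tropomyosin gene Tpm3 differed by less than counting error (169 against 170 CPM, -0.01). Melanocyte-like and pericyte-like cells of the F/R/C+CP library carried these transcripts too. Relative to muscle-like cells of the same library, the median sarcomere gene reached 8.42% (quartiles 7.12 to 10.1) in Pax7-like, 10.3% (9.28 to 13.3) in melanocyte-like and 9.75% in pericyte-like cells. In the F/R/C library it reached 1.26% (0.921 to 3.68) in Pax7-like and 1.22% in connective-like cells. The Pax7-like level in F/R/C+CP iMPCs was thus below that of both clusters, which should lack skeletal sarcomere genes. Of their cells, 27.1% and 25.1% were among the top doublet scores, against 2.62% to 9.02% in the Pax7-like clusters. Without top-scoring cells the levels were 7.88% in Pax7-like, 9.10% in melanocyte-like and 6.61% in pericyte-like cells. The connective-like F/R/C cluster also holds Pax7 and is no such reference. After subtraction of a muscle background, which removes it by construction, the list median was -0.04.

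**Figure D2:**
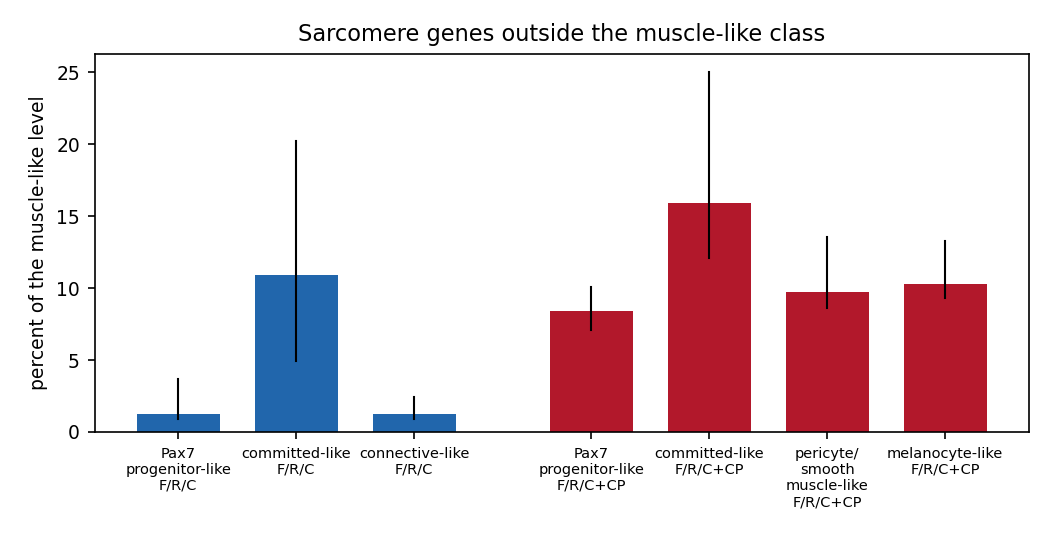
Level of sarcomere genes in each class as a percent of the muscle-like level of the same library, with bars for the median over genes and lines for the quartiles. In F/R/C+CP iMPCs the Pax7-like cells (8.42%) lie by the melanocyte-like cells (10.3%), and in F/R/C iMPCs by the connective-like cells (1.26% and 1.22%).

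Over all kept cells, which adds class shares to levels, most lists had the direction seen in Pax7-like cells. Satellite cell genes had a median of -0.84 (20 of 24 lower, percentile 0), or -1.02 without the class markers, JAK/STAT genes -0.68 (23 of 30 lower, percentile 0.01), immediate early genes -1.43 (24 of 26 lower, percentile 0) and interferon genes -0.48 (28 of 41 lower, percentile 1.06). Cholesterol synthesis genes gave 0.75 (17 of 19 higher, percentile 100) and sarcomere genes 1.43 (38 of 38 higher, percentile 100), which was 0.78 with no mitochondrial or ribosomal limit and 0.95 from the mean of each cell's CPM. Cycling genes (-0.48), Notch genes (-0.47), collagen and matrix genes (-0.62), Wnt targets (-0.80), glycolysis genes (-0.48) and stem subset genes (-1.71) were lower. Antigen presentation (-0.21), p53 target (-0.25), heat shock (0.16) and oxidative phosphorylation genes (0.15) were within the range of random lists. Pax7 stood at 81.8 against 158 CPM, Myf5 at 3.35 against 45.3 CPM and Socs3 at 4.02 against 28.5 CPM. The lowest single ratios were those of Edil3 (0.660 against 59.1 CPM, -6.49), Mdk (3.07 against 127 CPM), Cdk6 (3.08 against 93.0 CPM), Pcdh15, Gal, Hmga2, a chromatin gene of embryonic cells (23.3 against 418 CPM, -4.16), Sorcs1, Adarb2, Tmem223 and Frmpd4. The highest were those of Dpp6, a potassium channel subunit gene (55.6 against 0.395 CPM, 7.14), Xirp2, an actin-binding muscle gene (97.6 against 3.12 CPM, 4.96), Il17b, Btk, Crym, Akap12, Sct, Hmcn1, Myoz1 and Ankrd2. Tyrp1 had 6.36 CPM in F/R/C+CP iMPCs and no count in F/R/C iMPCs, at least 59.0-fold higher against the floor of 3 counts.

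**Figure D3:**
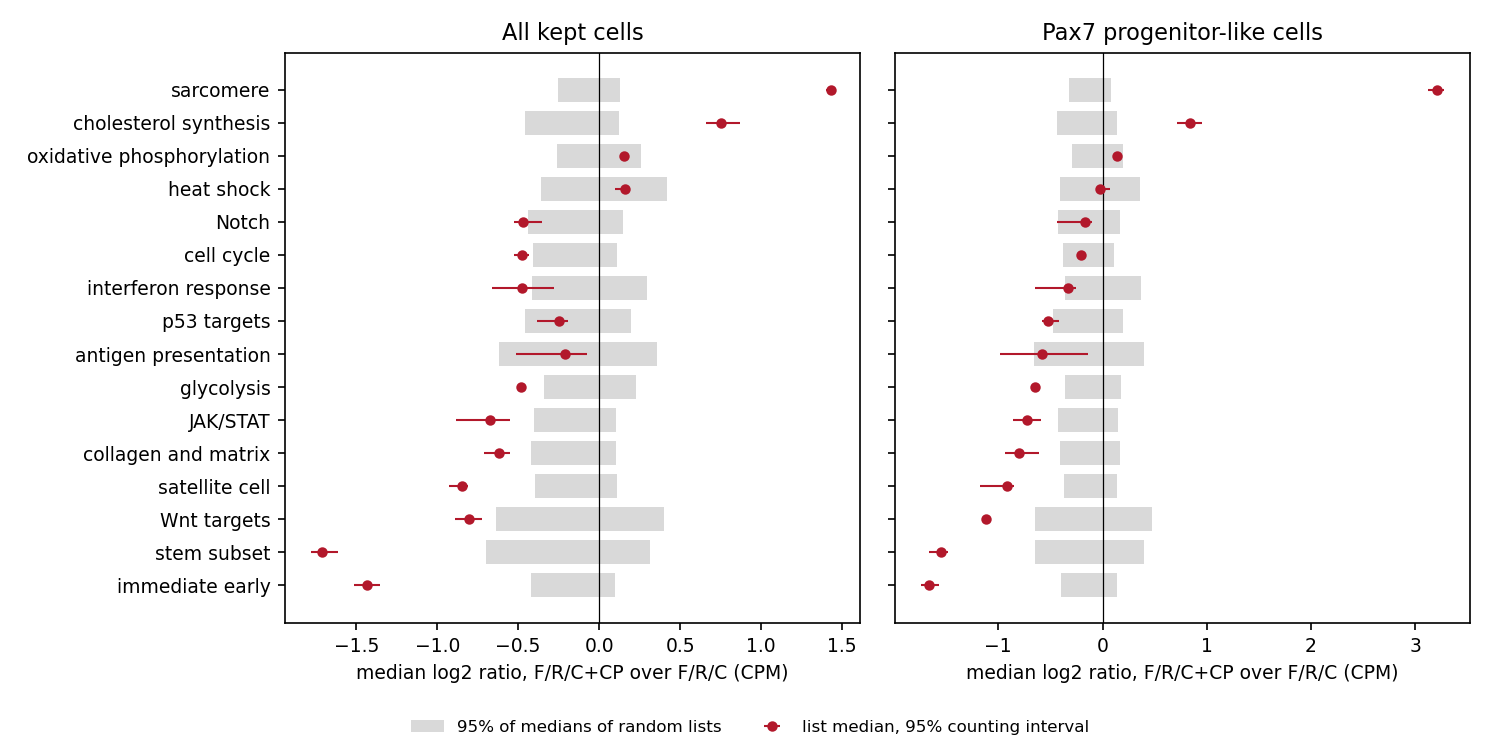
Median log2 ratio of F/R/C+CP over F/R/C for each fixed list, in the whole library and in Pax7-like cells, as points with lines for the 95% interval from Poisson redraws and grey bands for the central 95% of matched random lists. Sarcomere genes (1.43 and 3.21) lie highest, and immediate early genes (-1.43 and -1.66) and stem subset genes (-1.71 and -1.55) lie lowest.

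Committed-like cells (cluster 1 of F/R/C, clusters 2, 6 and 8 of F/R/C+CP) and muscle-like cells (clusters 4 and 7, and clusters 3, 5 and 9) shared part of these differences and parted in others. Cholesterol synthesis genes had a median of 1.28 in committed-like cells, where all 18 were higher, and of 0.44 in muscle-like cells (17 of 18). Idi1 stood at 94.6 against 23.2 CPM in committed-like and 71.3 against 30.8 CPM in muscle-like cells. Immediate early genes had medians of -1.06 (22 of 26 lower) and -0.44 (18 of 26), and Fos stood at 3.47 against 28.0 CPM in committed-like cells. JAK/STAT genes gave -0.28 and -0.30, with percentiles of 11.4 and 5.47 among random lists. Satellite cell genes gave -0.21 and -0.50 (percentiles 13.2 and 0.4), or -0.56 and -0.73 without the class markers (percentiles 0.22 and 0.04). Glycolysis genes gave -0.56 and 0.01, and sarcomere genes 1.26 and 0.65. In committed-like cells the median sarcomere gene reached 15.9% of the muscle-like level in F/R/C+CP and 10.9% in F/R/C iMPCs. Melanocyte-like F/R/C+CP cells reached 10.3%, so background limits how far the committed-like difference can be read. The Notch list had medians of -0.08 and 0.52, with its target gene Hes1 at 21.8 against 8.93 CPM in committed-like and 76.2 against 27.8 CPM in muscle-like cells. Collagen and matrix genes, lower in Pax7-like cells, were not lower here: the median was 0.40 (0.0064 to 0.62, percentile 98.1) in committed-like cells, or 0.087 with cluster 8 of F/R/C+CP named muscle-like, and 0.12 (-0.21 to 0.46, percentile 65.4) in muscle-like cells. Cycling genes gave -0.43 in committed-like and 0.34 in muscle-like cells (15 of 18 higher).

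After each cell was thinned to 2000 UMIs, which left out 378 of 3962 F/R/C cells and no F/R/C+CP cells, 35.1% of F/R/C (33.1 to 37.2) and 23.9% of F/R/C+CP Pax7-like cells (22.9 to 24.98) had a Pax7 UMI. The share in muscle-like cells was 1.75% and 2.61%, and in F/R/C+CP iMPCs it was 10.2% in melanocyte-like (3.82 to 20.8) and 15.4% in pericyte-like cells (10.6 to 21.2). Unthinned, at medians of 7262 and 19743 UMIs, the shares in Pax7-like cells were 71.9% and 82.7%, an order opposite to that of the CPM. Myf5 was seen in 10.5% and 1.04% of thinned Pax7-like cells (muscle-like 5.69% and 0.394%), Mki67 in 27.7% and 28.6% (muscle-like 1.53% and 2.61%, melanocyte-like 18.6% and pericyte-like 10.8% in F/R/C+CP iMPCs), and Cdkn1c in 67.2% and 86.1%. Cdkn1c was seen in 55.9% of melanocyte-like and 54.4% of pericyte-like F/R/C+CP cells. Myod1 was seen in 9.75% and 15.9% of Pax7-like cells, against 3.39% of melanocyte-like and 4.10% of pericyte-like F/R/C+CP cells. Myog, the gene of a late myogenic factor, was seen in 8.86% and 19.4%, against 16.9% and 22.1% of those cells. Acta1, the skeletal actin gene, was seen in 18.0% and 79.3% of Pax7-like cells and in 88.1% of melanocyte-like cells, and Myh3 in 2.12% and 38.1% of Pax7-like and 42.4% of melanocyte-like cells. In F/R/C+CP iMPCs the shares of Myog, Acta1 and Myh3 were thus at the level of background. Irf7 was seen in 1 Pax7-like cell of each library, and Isg15 in 2 of 2122 and 1 of 6341. Tyrp1 was seen in 81.4% of melanocyte-like and 0.110% of Pax7-like F/R/C+CP cells.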

Values the study reported

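The study showed 3517 cells of the F/R/C clone at passage 5. It reported 8 clusters in the F/R/C clone and Pax7 expression in 4 of them. At day 14 of reprogramming it detected, by flow cytometry of a genetic Pax7 lineage reporter, around 1% positive cells with F/R/C and 13% when CP was added. In iMPC lines made with F/R/C, between 55.3% and 98.3% of cells carried the Pax7 reporter signal at passage 2 to 3. In bulk RNA sequencing of 3 fibroblast lines during reprogramming, the study reported a substantial rise with CP, against F/R/C alone, in Pax7, Msc, Fgfr4 and Sox8. Relative to MyoD alone, it named Calcr, Heyl and Lgr5 as more enriched with CP.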

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

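All of the tests of explanations given here were chosen only after the results they bear on had been seen.

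Sarcomere genes were higher in Pax7-like cells of the F/R/C+CP clone than in those of the F/R/C clone. Melanocyte-like cells of the same library, which should lack these genes, held them at 10.3% of the muscle-like level, against 8.42% in Pax7-like cells, as free muscle RNA in the droplets would give; 27.1% of these 59 cells had top doublet scores, and without such cells the levels were 9.10% and 7.88%, with pericyte-like cells at 6.61%. Muscle cells captured together with Pax7-like cells do not account for it as the sole source, since 79.3% of thinned Pax7-like cells had an Acta1 UMI against an expected doublet rate of 9.60%. Expression by the Pax7-like cells as the sole source was argued against by their level relative to melanocyte-like cells, with a median of 0.84 (quartiles 0.712 to 0.935 over 36 genes), and by the 6.61% held by pericyte-like cells. Since this last level is below that of Pax7-like cells, a contribution of such expression stays open, and no biological explanation was tested beyond it.

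Immediate early genes were higher in Pax7-like than in muscle-like cells of the F/R/C library (log2 median 1.35, 20 of 25 higher, percentile 99.8) and split in the F/R/C+CP library (-0.22, 12 of 26 higher, 7 of 12 at 20 CPM or more, percentile 0.32), and the difference was not tested. In Pax7-like cells the list was lower in the F/R/C+CP clone, and 2 technical explanations were examined. In the UMI range that both libraries hold, 57 F/R/C and 1210 F/R/C+CP Pax7-like cells gave a median of -1.11 (-1.33 to -0.71), too few F/R/C cells, and too rich in cycling ones, to exclude that depth accounts for part of it. Over 6 other clusterings the median nearest 0 was -1.85, so the borders of the Pax7-like clusters do not account for it. JAK inhibition by CP may lower these genes, and the JAK/STAT list was lower in the same cells (-0.72), but treatment, clone, library and handling before capture cannot be told apart with 1 library per group.

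The F/R/C library held spermatid transcripts in 1 unnamed cluster of 83 barcodes (cluster 8, median 566 UMIs), a signal in barcodes outside every named class. Of the cluster's UMIs, 0.702% came from members of a list of 28 spermatid genes, among them Fabp9 (77 UMIs), Tnp2 (40), Tnp1 (34) and Prm1 (32). At least 1 such UMI was seen in 68 of the 83 barcodes (81.9%), at a mean of 4.58 per barcode against 0.0569 in the highest other F/R/C cluster, so free RNA spread over all droplets does not account for them. The cluster held 71.8% of the spermatid UMIs in kept F/R/C cells, as barcodes or reads from another library could give. That source cannot be told apart from others, because no library of testis cells was analysed here.

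Other lists had medians of opposite sign in the 2 libraries, in each case with no test of the difference, and most of these medians lay within the central 95% of matched random lists. Between Pax7-like and muscle-like cells, the log2 medians in F/R/C and F/R/C+CP iMPCs were 0.31 and -0.34 for heat shock genes (percentiles 66.2 and 3.94), 0.36 and -0.47 for glycolysis genes (65.1 and 0.46), and 0.98 and -0.15 for p53 target genes (92.6 and 6.54). Between the low-Cdkn1c subset and the other Pax7-like clusters they were -0.12 and 0.27 for satellite cell genes (7.89 and 94.3), 0.23 and -0.22 for heat shock genes (95.6 and 2.09), -0.68 and 0.68 for Wnt targets (0.59 and 98.7), and 0.16 and -0.17 for oxidative phosphorylation genes (89.3 and 7.66). In the same comparison they were -0.27 and 0.28 for Notch genes (3.3 and 91.15), and -0.02 and 0.24 for glycolysis genes (20.9 and 99.55).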

How the results depend on the processing

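The naming versions, the removal of top-scoring cells, the limit of 4000 UMIs, the shared UMI range, the connective-like cluster counted as Pax7-like and the muscle background were chosen only after the results had been seen; the other alternatives were fixed earlier. No paired analysis was possible because each group has 1 library. Except where a cause is given below, the cause was not tested.

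With up to 7000 genes, 4104 F/R/C cells were kept and the whole-library sarcomere median was 1.48. With at least 1000 genes, 3562 F/R/C cells were kept, 59.2% Pax7-like, and it was 1.49. With no mitochondrial or ribosomal limit, 4947 and 11643 cells were kept, 46.7% and 49.97% Pax7-like. Whole-library medians were then -0.74 (satellite) and 0.78 (sarcomere), and Pax7-like ones -0.87 (JAK/STAT), -2.10 (immediate early) and 3.07 (sarcomere).

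Reclustering moved the F/R/C+CP Pax7-like share to 52.7% (resolution 0.3), 54.7% (1.0), 53.1% (20 components), 49.3% (without listed genes), 57.1% (called doublets removed) and 52.9998% (joint; F/R/C 45.7%). The immediate early median in Pax7-like cells was then -2.10, -1.92, -2.01, -2.18, -1.92 and -1.85, and that of the stem subset genes in the F/R/C+CP low-Cdkn1c subset 0.094, 0.46, 0.57, 0.038, 0.62 and 0.62 (F/R/C 1.67 at resolution 1.0 and 0.73 joint). Cycling genes over muscle-like cells in F/R/C+CP gave 3.56 (resolution 0.3), 3.56 (20 components), 3.86 (called doublets removed), 3.34 (joint; F/R/C 4.22) and 3.26 (both earlier naming versions). Without listed genes, the subset's immediate early (-0.11) and collagen and matrix (-0.031) medians in F/R/C+CP reversed, and the Pax7-like sarcomere median was 3.06. With called doublets removed, the whole-library sarcomere median was 1.45. With top-scoring cells removed, the F/R/C+CP Pax7-like share was 60.6%, cycling genes gave 4.90 and 4.20, and sarcomere genes 1.46 (whole library) and 3.31 (Pax7-like). With F/R/C cells of at least 4000 UMIs, 60.0% were Pax7-like and the whole-library sarcomere median was 1.49.

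In the shared UMI range (57 and 1210 cells), Pax7-like medians were -0.48 (JAK/STAT), -1.11 (immediate early) and 1.14 (cholesterol). With the connective-like F/R/C cluster counted as Pax7-like, the F/R/C share was 61.3%, and medians were -0.70 (interferon) and -1.78 (immediate early).

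Scaling by the median of gene ratios moved the median of genes at 50 CPM from -0.14 to 0.05 (whole library) and 0.03 (Pax7-like). Whole-library medians were then -0.66 (satellite), -0.49 (JAK/STAT), -1.24 (immediate early), 1.62 (sarcomere) and 0.94 (cholesterol); Pax7-like ones were -0.74, -0.55, -1.49, 3.38 and 1.01, with interferon -0.17 and Notch reversed to 0.0034, a shift by 1 constant. The mean of each cell's CPM gave -0.76 (satellite) and 0.95 (sarcomere) in the whole library, and a minimum of 50 counts gave -0.52 (JAK/STAT). Subtracting the muscle background reversed the Pax7-like sarcomere median to -0.039, by its construction. Pax7 was seen in 19.9% and 13.0% of Pax7-like cells at 1000 UMIs and in 71.9% and 82.7% unthinned.

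Of the other list values in the remaining settings, 144 of 190 in Pax7-like cells and 83 of 110 in the whole library stayed within their intervals, as did 104 of 140 within libraries, 124 of 156 class shares and 5 of 40 shares of cells with a UMI. Of 57 named genes in Pax7-like cells, 9 changed sign with the background subtracted, 6 with the scaling, 6 with joint clustering, 5 with the connective-like cluster added and 4 at resolution 0.3, and 7 of 53 in the shared UMI range. Depth limits genes under a few CPM in the F/R/C library, such as Irf7.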

Other observations

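The imprinted gene list, the spermatid list and the genes singled out from them were chosen after the data had been seen. Imprinted genes are expressed from 1 parental allele and many of them regulate growth of embryonic tissue and muscle. As a list they lay within the central 95% of matched random lists in Pax7-like cells (log2 median 0.11, 19 of 33 higher, percentile 93.5) and muscle-like cells (0.21, 21 of 31, percentile 93.2), and above it in committed-like cells (0.55, 24 of 30, percentile 100). Single members differed in both directions in Pax7-like cells. Nnat stood at 1227 against 246 CPM (2.32), Peg10 at 217 against 53.7 CPM (2.01) and Asb4 at 64.2 against 12.3 CPM (2.38). Dlk1, a Notch-like gene of muscle progenitors and fat precursors, stood at 93.1 against 342 CPM (-1.88) and Plagl1 at 217 against 545 CPM (-1.33). Over the whole library the list median was 0.10 (21 of 34 higher, percentile 93.0), and Cdkn1c, also an imprinted gene, stood at 3521 against 2906 CPM.

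Further named genes were apart in Pax7-like cells of the 2 clones. Pax3, the embryonic counterpart of Pax7, stood at 2.20 against 33.4 CPM, and Thy1, a surface gene of connective tissue cells, at 0.369 against 14.2 CPM. Tagln stood at 139 against 15.2 CPM (3.19) and Bgn at 11.3 against 2.14 CPM (2.40) with 57.7 CPM of Bgn in the low-Cdkn1c F/R/C+CP cluster and 3.47 and 3.24 CPM in the other Pax7-like ones. With the connective-like F/R/C cluster, which holds Bgn at 123 CPM, counted as Pax7-like, Bgn turned to -0.33 and Tagln fell to 1.76. Among respiratory chain genes Cox6c stood at 1067 against 447 CPM, Cox7b at 688 against 336 CPM and Ndufa1 at 175 against 79.9 CPM, while 6 of 23 were lower, among them Sdhd at 75.6 against 108 CPM (-0.51) and Atp5b at 883 against 1114 CPM (-0.34). Glycolytic Pgam1 stood at 304 against 810 CPM and its muscle isoform Pgam2 at 60.5 against 3.47 CPM. Within each library Pgam2 was the glycolysis gene most biased to muscle-like cells. Muscle background therefore stays open as a source of its level in F/R/C+CP Pax7-like cells. Among heat shock genes Hspb1 stood at 165 against 45.6 CPM and Bag3 at 18.3 against 36.9 CPM. Myod1 (89.9 against 58.5 CPM) and Myog (113 against 65.4 CPM) were higher, but the sign for Myog turned when the muscle background was subtracted.

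A list of spermatid genes had a whole-library median of -2.89 (5 of 22 higher), with 71.8% of the spermatid UMIs of kept F/R/C cells in the small unnamed cluster, and of -0.51 in Pax7-like cells (6 of 14 higher). Another unnamed F/R/C cluster (cluster 9, 68 cells) held Ttn, the gene of the giant sarcomere protein titin, at 12383 CPM and ribosomal protein counts at 2.15% of its UMIs. In the F/R/C+CP library, committed-like cluster 8 (119 cells) held Ttn at 10645 CPM and was led by Pkhd1, Fgf13, Ctnna3 and Dmd. The libraries shared 18 barcodes.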
